A study of Homo sapiens with 12 samples.

How the data were processed

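RNA from cultures of IGR37, a human melanoma cell line, was sequenced in 12 libraries. Per the labels, control cells and cells overexpressing DHRS3 with a V5 tag were each grown in normal medium or with 200 µM oleic acid, a fatty acid, for 6 hours before harvest, with 3 replicates in each of the 4 groups. Total RNA was treated with DNase and depleted of ribosomal RNA before library preparation with the NEBNext Ultra II kit, per the labels' protocols. The libraries were sequenced as paired ends of 150 bases on a NovaSeq, per the labels' protocols. The program that aligned or quantified the reads, its genome build, its annotation and whether it used strand are stated neither in the labels' protocols nor in the file headers.

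The values used for every test are the authors' normalized signal per gene and library, named as normalized counts in the deposited data and given for each replicate on its own, per the file headers. The larger deposited table also holds the authors' comparison of DHRS3 cells with control cells in normal medium: a mean signal, a log2 fold change and its standard error, a test score, a p-value and an adjusted p-value, in columns named as DESeq2 names them, per the file headers. A smaller deposited table repeats these columns for the genes the authors called. These columns were used only to compare directions, sizes and calls, and their pipeline is not stated per the labels' protocols. A fold change in the deposited table was matched to the values: it follows the log2 ratio of the normal-medium libraries.

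The larger table has 23012 genes, of which 17796 are protein coding and 5051 are pseudogenes by the annotation. For 1658 genes it gives an Ensembl identifier where a symbol would stand. All 23012 identifiers matched GENCODE release 29, from which gene positions on GRCh38, gene types, transcript lengths and overlaps were taken. The build behind the authors' values is not stated in the file headers, so positions describe the gene and not where its reads were aligned.

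The normalized values of a library summed to between 24943821 and 25652042. The most repeated value near 1 in each library was taken as the worth of 1 read, from 0.881 to 1.15 by library. With it, estimated totals were 22078210 to 28721066 reads. Only 2.98 to 5.32% of the low values were whole reads on that scale, so whole reads could not be recovered and no count model was run. The totals are therefore estimates, and no counting intervals are given. Between 17374 and 18230 genes were above 0 in each library. The top 10 genes took 5.85 to 6.52% of a library and mitochondrial genes 2.90 to 4.28%. Replicates were compared in 12 pairs over 11665 genes: the chi-square per degree of freedom ran from 8.93 to 23.1, so no pair differed as little as a library deposited under 2 labels would. The Pearson correlation across genes of a pair's log2 values ran from 0.970 to 0.984; genes are not independent replicates.

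Values were analysed as log2(value + 1), so a fold change is on that scale and understates the change of low genes. Genes with a mean of at least 10 over the 12 libraries were kept, which left 13805. limma fitted 1 mean per group over all 12 libraries, with a trend and robust moderation of the variance, and without the replicate number as a term. The 5 comparisons were the DHRS3 effect in each medium, the oleic acid effect in each kind of cell, and the interaction, which is the difference between the DHRS3 effects of the 2 media. A gene was called where its Benjamini-Hochberg adjusted p within the comparison was under 0.05; limma's tests are two-sided. SE is limma's moderated standard error, and SD is that of the normalized values of 3 replicates.

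Genes were named by a rule: for each pairwise comparison, up to 4 genes with the largest rise and 4 with the largest fall among called genes that had a proper symbol, a mean of at least 100 in the higher group and no overlap between the replicates of the 2 groups; for the interaction, up to 3 each way. Fewer than 4 stand where fewer passed. For a gene list past the threshold, up to 3 members with the smallest p were named. DHRS3 is named in every comparison. Other names are marked as chosen after their values were seen. Not every gene picked by these rules is reported here.

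There were 10 gene lists with 194 genes, 172 of them tested, written from general knowledge: melanocytic differentiation, a neural crest-like melanoma state, an undifferentiated melanoma state, retinoic acid response, PPAR and fatty acid oxidation, sterol synthesis, fatty acid synthesis and desaturation, lipid droplet proteins, proliferation, and endoplasmic reticulum and integrated stress response. limma's camera tested each list in each comparison with an inter-gene correlation of 0.01, and p was adjusted over the 50 tests. The other list tests were fry and camera with an estimated correlation.

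The alternatives were pseudocounts of 0.1 and 10, no filter, a mean of at least 50, TMM factors (computed with 30% of the M values and 5% of the A values trimmed), upper quartile scaling, neither trend nor robust moderation, an absolute log2 fold change of at least 1, a fit of the 2 compared groups alone, the replicate number as a term, and each of the 12 libraries left out in turn. After seeing the data, 2 more were added: correction of each library for GC content and transcript length with natural splines of 4 degrees of freedom, and scores of small-intestine and colon transcripts as covariates. Marker lists of small intestine, colon, plasma cell, liver, lung, kidney, pancreas and keratinocyte were written for the closing observations and compared with 10000 lists of genes matched on mean expression. Medians by chromosome leave out DHRS3 and cover genes with a mean above 8 in log2 unless all tested genes are named.

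The procedure was tested on simulated data made from the real means and spreads, with 200 genes changed among 13692 tested. The changed genes were drawn only from those with a mean of at least 100, so recovery of lower genes was not measured. The procedure called 24 of 50 genes changed 1.25-fold, 37 of 50 changed 1.5-fold, 44 of 50 changed 2-fold and 50 of 50 changed 4-fold. Of its 163 calls, 8 were genes left unchanged. In a comparison where nothing was changed it made 0 calls, with 654 genes at an unadjusted p under 0.05. Software was R 4.3.3 with limma 3.58.1 and statmod 1.5.0, and Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9. Reads, transcripts and splicing were not analysed here.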

Results

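Gene expression was measured by RNA sequencing in IGR37 human melanoma cells with and without overexpression of DHRS3, a dehydrogenase/reductase of retinoid metabolism that the study describes as a lipid droplet protein, to ask how DHRS3 alters the state of melanoma cells. Control and DHRS3 cells were each profiled in normal medium and after 6 hours in 200 µM oleic acid, which was used to induce lipid droplets. Each of the 4 groups had 3 replicates. Estimated depth ran from 22078210 to 28721066 reads per library, and 13805 genes passed the filter on low values. Principal components were taken over the 10348 genes with the highest mean log2 value. DHRS3 was among them, so the transgene itself adds to the share between groups. Over all 12 libraries, the first principal component held 19.3% of the variance, and 93.8% of its spread lay between groups. The second held 15.2%, with 61.2% between groups. The median standard error of a log2 fold change was 0.11 in the pairwise comparisons and 0.155 in the interaction. Transcripts of intestinal genes varied between replicates in these libraries, and none of the 53 intestinal and other tissue marker genes tested was called in any comparison (0 called, 13 at an unadjusted p under 0.05).

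DHRS3 (ENSG00000162496; GRCh38 chromosome 1, 12567910 to 12617731, minus strand, protein coding) was measured first, since it checks the labels. Its normalized count was 157 ± 49.0 (SD, n = 3) in control cells and 44741 ± 2427 (SD, n = 3) in DHRS3 cells in normal medium. With oleic acid it was 173 ± 78.0 (SD, n = 3) in control cells and 42692 ± 607 (SD, n = 3) in DHRS3 cells. The highest control library had 262.9 and the lowest DHRS3 library 42083, so the labels matched the transgene in all 12 libraries. The log2 fold change was 8.20 (SE 0.294, adjusted p = 1.18e-06) in normal medium and 8.03 (SE 0.294, adjusted p = 1.45e-06) in oleic acid by limma with Benjamini-Hochberg adjustment. Over the 23 alternatives in each medium it stayed between 7.91 and 8.37 in normal medium and between 7.82 and 8.37 in oleic acid. Oleic acid changed DHRS3 by 0.11 (limma, Benjamini-Hochberg adjusted p = 0.919) in control cells and by -0.07 (limma, Benjamini-Hochberg adjusted p = 0.957) in DHRS3 cells, neither beyond the spread between replicates. The interaction was -0.18 (limma, Benjamini-Hochberg adjusted p = 0.993). Leaving out replicate 1 of the control cells in oleic acid turned the oleic acid change in control cells to -0.23 and the interaction to 0.17, and leaving out replicate 1 of the control cells in normal medium turned them to -0.18 and 0.11. Reads of the transgene and of the native gene are not separated in these values.

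The comparison of DHRS3 with control cells in normal medium asked which genes differ with DHRS3 alone. At an adjusted p under 0.05 (limma, Benjamini-Hochberg), 168 genes were called, 106 higher and 62 lower in DHRS3 cells, of which 18 at least doubled or halved. The median absolute log2 fold change of the calls was 0.41. The replicates of the 2 groups did not overlap in 2548 genes, 18.5% of those tested, where 10% would be so by chance, and in all 168 called genes. Apart from the demand for a doubling or halving, the alternative that moved the count most left out replicate 1 of the control cells in normal medium and gave 80 calls; leaving out any other of the libraries compared, except replicate 3 of the DHRS3 cells, gave 93 to 100.

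MME (ENSG00000196549, chromosome 3, 155024124 to 155183729), which encodes the membrane peptidase neprilysin, had a normalized count of 4573 ± 106 (SD, n = 3) in control and 1564 ± 173 (SD, n = 3) in DHRS3 cells, a log2 fold change of -1.55 (SE 0.0771; limma, Benjamini-Hochberg adjusted p = 1.07e-06). H3C12 (ENSG00000197153, chromosome 6, 27890382 to 27893106), a histone H3 gene, went from 192 ± 19.1 to 23.4 ± 3.56 (SD, n = 3 each), a log2 fold change of -2.99 (SE 0.268; limma, Benjamini-Hochberg adjusted p = 0.00012). H3C12 has near-identical copies and overlaps HIST1H2AM by 350 bases on the same strand, so its value is uncertain. CD36 (ENSG00000135218, chromosome 7, 80369575 to 80679277), a fatty acid transporter, rose from 511 ± 76.7 to 1423 ± 174 (SD, n = 3 each), a log2 fold change of 1.48 (SE 0.129; limma, Benjamini-Hochberg adjusted p = 0.00012). CD36 overlaps GNAT3 on the opposite strand over 53350 bases. SYTL5 (ENSG00000147041, chromosome X, 38006582 to 38128819) rose from 124 ± 13.6 to 352 ± 16.95 (SD, n = 3 each), with a log2 fold change of 1.5 (SE 0.121; limma, Benjamini-Hochberg adjusted p = 5.84e-05); the annotation places AF241726.2 over the whole gene on the same strand, so reads of either could be counted for it. These 4 calls held in all 23 alternatives.

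The calls of the other named genes of this comparison were less stable. NRXN2 (ENSG00000110076, chromosome 11, 64606174 to 64723188) rose from 81.0 ± 26.8 to 231 ± 33.02 (SD, n = 3 each), a log2 fold change of 1.55 (SE 0.286; limma, Benjamini-Hochberg adjusted p = 0.0214). CEBPD (ENSG00000221869, chromosome 8, 47736909 to 47739086) went from 282 ± 23.3 to 119 ± 26.1 (SD, n = 3 each), a log2 fold change of -1.25 (SE 0.206; limma, Benjamini-Hochberg adjusted p = 0.0108). SEMA6D (ENSG00000137872, chromosome 15, 47184101 to 47774223) went from 285 ± 38.7 to 142 ± 35.5 (SD, n = 3 each), a log2 fold change of -1.02 (SE 0.191; limma, Benjamini-Hochberg adjusted p = 0.0219). The NRXN2 call was lost in 8 of 23 alternatives and the SEMA6D call in 8, with adjusted p by limma and Benjamini-Hochberg from 0.0142 to 0.0829 and from 0.0132 to 0.106; NRXN2 was lost without each of the 3 libraries of DHRS3 cells and without replicate 1 or replicate 2 of the control cells, and SEMA6D without replicate 1 or replicate 3 of either group. The CEBPD call was lost in 1, without replicate 1 of the control cells in normal medium (limma, Benjamini-Hochberg adjusted p = 0.0517).

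The same comparison in oleic acid asked which genes differ with DHRS3 once droplets were induced. It called 153 genes, 93 higher and 60 lower (adjusted p under 0.05; limma, Benjamini-Hochberg), 15 of them at least doubled or halved. Replicates did not overlap in 2681 genes, 19.4% against 10% by chance, and in all 153 calls. Without replicate 2 of the DHRS3 cells in oleic acid the count was 52, without replicate 1 of that group 63 and without replicate 3 it was 65; without replicate 1, 2 or 3 of the control cells in oleic acid it was 66, 98 and 89. MME was 4322 ± 287 in control and 1441 ± 89.8 in DHRS3 cells, H3C12 196 ± 48.5 and 16.8 ± 4.99, SYTL5 112 ± 10.5 and 310.3 ± 15.5, and CD36 594 ± 84.8 and 1399.5 ± 103 (SD, n = 3 each). MME (-1.58, SE 0.0771), H3C12 (-3.48, SE 0.268), SYTL5 (1.47, SE 0.121) and CD36 (1.24, SE 0.129) changed in log2 as in normal medium, with adjusted p of 8.44e-07, 3.85e-05, 7.2e-05 and 0.00049 (limma, Benjamini-Hochberg). GDF15 (ENSG00000130513, chromosome 19, 18374731 to 18389176), a stress-induced cytokine, was 1575 ± 141 in control and 3351 ± 202 in DHRS3 cells (SD, n = 3 each), a log2 fold change of 1.09 (SE 0.0718; limma, Benjamini-Hochberg adjusted p = 1.03e-05). These 5 calls held in all 23 alternatives. In normal medium GDF15 was also called higher with DHRS3, from 1886 ± 121 to 3610 ± 132 (SD, n = 3 each). Its log2 fold change there was 0.94 (SE 0.0718; limma, Benjamini-Hochberg adjusted p = 4.52e-05). MORN2 (ENSG00000188010, chromosome 2, 38875962 to 38929072) went from 249 ± 30.7 to 107 ± 39.0 (SD, n = 3 each), a log2 fold change of -1.27 (SE 0.259; limma, Benjamini-Hochberg adjusted p = 0.0393), and is uncertain because it shares 39232 bases with ARHGEF33 on the same strand. IBA57 (ENSG00000181873, chromosome 1, 228165815 to 228182257) went from 334 ± 18.5 to 166 ± 5.80 (SD, n = 3 each), a log2 fold change of -1.002 (SE 0.208; limma, Benjamini-Hochberg adjusted p = 0.0421). In 12 alternatives for MORN2 and 10 for IBA57 the call was lost, with adjusted p by limma and Benjamini-Hochberg up to 0.128 and 0.132. In normal medium MORN2 and IBA57 had the opposite sign, 0.62 and 0.43 in log2, neither called (limma, Benjamini-Hochberg adjusted p = 0.317 and 0.408). Their interactions were -1.89 and -1.43, neither called (limma, Benjamini-Hochberg adjusted p = 0.617 and 0.847).

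Both media compare the same 2 kinds of cell, so any lasting difference between those cells besides DHRS3 would recur in both. The DHRS3 effects of the 2 media share no library. Over 13804 genes without DHRS3, their log2 fold changes had a Pearson correlation across genes of 0.102 (Spearman 0.270), and over the 167 genes called in normal medium 0.797 (Spearman 0.876); genes are not independent replicates. Of those 167 genes, 161 (96.4%) had the same sign in oleic acid. Both calls on a gene use 1 estimate of its spread over all 12 libraries, so the overlap by chance may exceed the 1.84 of independent calls. There were 86 genes called in both media, and 85 of them had the same sign. The exception was ME2, whose call was lost in 3 of 23 alternatives in normal medium and in 14 in oleic acid. The genes of chromosome 20 were higher in DHRS3 cells as a group, with a median log2 fold change of 0.09 in each medium over the 273 genes with a mean above 8 in log2. Over all 356 tested genes of the chromosome it was 0.10 in normal medium and 0.09 in oleic acid, and 13 of the calls in normal medium and 11 in oleic acid lay there, all of them higher.

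The authors' deposited table gives its own test of DHRS3 against control cells in normal medium on the same libraries, so it is no independent evidence. The authors' deposited table lists 473 genes at an adjusted p under 0.05, 268 higher and 205 lower; the authors' deposited table of calls lists 472. In the authors' deposited table the log2 fold change of DHRS3 is 8.16. All 168 calls made here were among the 473 of the authors' deposited table, with the same sign. All 473 genes of the authors' deposited table had the same sign here and an unadjusted p under 0.05. Across genes, the log2 fold changes had a Pearson correlation with the authors' deposited table of 0.747 over 13804 genes and 0.975 over its calls; genes are not independent replicates. Leaving out replicate 3 of the DHRS3 cells in normal medium lowered the share of calls found in the authors' deposited table from 100% to 91.5%.

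**Figure D1:**
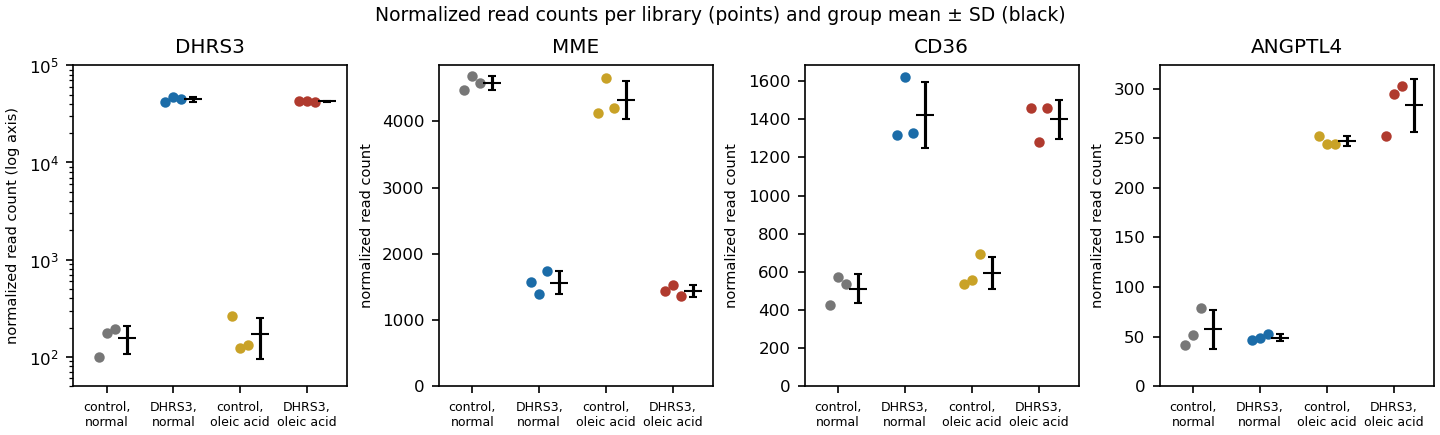
Normalized count (vertical axis, a log axis for DHRS3 and linear axes starting at 0 for MME, CD36 and ANGPTL4) in each of the 4 groups; each point is 1 library, and the black line and bars are the mean ± SD of 3 replicates. DHRS3 lies between 100.7 and 262.9 in the control libraries and between 42083 and 46978 in the DHRS3 libraries, and ANGPTL4 is highest in the oleic acid groups.

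Oleic acid was compared with normal medium in control cells to ask what the fatty acid changes by itself. It called 31 genes, 16 higher and 15 lower (adjusted p under 0.05; limma, Benjamini-Hochberg), and 4 of them at least doubled. Replicates did not overlap in 2636 genes, 19.1% against 10% by chance, and in all 31 calls. The fit of the 2 groups alone moved the count most, as did the demand for a doubling or halving, and gave 4 calls. Without replicate 2 of the control cells in oleic acid it was 13 and without replicate 3 it was 19. Without replicate 2 or replicate 3 of the control cells in normal medium it was 16 each, and without replicate 3 of the DHRS3 cells in oleic acid it was 18. ANGPTL4 (ENSG00000167772, chromosome 19, 8363289 to 8374373), a PPAR target that encodes a lipase inhibitor, rose from 57.2 ± 19.4 to 247 ± 4.93 (SD, n = 3 each), a log2 fold change of 2.14 (SE 0.204; limma, Benjamini-Hochberg adjusted p = 0.000552). The ANGPTL4 call held in all 23 alternatives. The median gene of chromosome 19, where it lies, changed by -0.06 in log2 in control cells and by as much in DHRS3 cells over the 590 genes with a mean above 8 in log2, and by -0.04 and -0.05 over all 975 tested.

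The other named genes of oleic acid in control cells were less stable. SULT1B1 (ENSG00000173597, chromosome 4, 69721162 to 69787961) had a log2 fold change of 1.29 (SE 0.2) and ME2 (ENSG00000082212, chromosome 18, 50878734 to 50954257) of 1.12 (SE 0.164), with adjusted p of 0.0215 and 0.0143 (limma, Benjamini-Hochberg). SULT1B1 went from 60.01 ± 9.72 to 147 ± 15.2 (SD, n = 3 each), and its call held with the intestinal scores as covariates, which bear on it because the intestine also makes this enzyme. That does not exclude intestinal RNA as a source of the rise. The colon scores of control cells were also higher in oleic acid (0.296 to 0.856) than in normal medium (-0.167 to 0.0965). OSGIN1 (ENSG00000140961, chromosome 16, 83948282 to 83966332) rose from 2080.4 ± 38.9 to 2896 ± 231 (SD, n = 3 each), a log2 fold change of 0.47 (SE 0.0566; limma, Benjamini-Hochberg adjusted p = 0.00435), and AC009119.2 overlaps it by 3164 bases on the same strand. C1QTNF1 (ENSG00000173918, chromosome 17, 79022814 to 79049788) changed by -0.68 (SE 0.122), DKK1 (ENSG00000107984, chromosome 10, 52314296 to 52318042) by -0.64 (SE 0.0887) and NAT14 (ENSG00000090971, chromosome 19, 55485004 to 55487568) by -0.61 (SE 0.0944) in log2. Their adjusted p values were 0.0476, 0.0091 and 0.0214 (limma, Benjamini-Hochberg). DKK1 went from 696 ± 51.6 to 446 ± 43.6, NAT14 from 543 ± 17.5 to 356 ± 34.9 and C1QTNF1 from 518 ± 41.3 to 325 ± 56.2 (SD, n = 3 each). Of 23 alternatives, the call was lost in 18 for C1QTNF1, 8 for NAT14, 6 for SULT1B1, 6 for ME2, 4 for DKK1 and 1 for OSGIN1.

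In DHRS3 cells, oleic acid against normal medium called 20 genes, 12 higher and 8 lower (adjusted p under 0.05; limma, Benjamini-Hochberg), 2 of them at least doubled. Replicates did not overlap in 2397 genes, 17.4% against 10% by chance, and in all 20 calls. Without replicate 1 of the DHRS3 cells in oleic acid the count was 9, without replicate 2 it was 13, without replicate 2 of the DHRS3 cells in normal medium it was 10, and without replicate 3 of the control cells in oleic acid, which is in neither group, it was 34. ANGPTL4 rose from 49.0 ± 3.27 to 283 ± 26.8 (SD, n = 3 each), a log2 fold change of 2.50 (SE 0.204; limma, Benjamini-Hochberg adjusted p = 0.000187). OSGIN1 rose by 0.52 (SE 0.0566) in log2, from 2160.0 ± 32.4 to 3091 ± 128 (SD, n = 3 each), and SRXN1 (ENSG00000271303, chromosome 20, 646615 to 653370), a gene of the oxidative stress response, by 0.46 (SE 0.0419), from 3587 ± 70.5 to 4929 ± 99.89 (SD, n = 3 each). Their adjusted p values were 0.00131 and 0.000467 (limma, Benjamini-Hochberg). SRXN1 lies within AL121758.1 on the same strand for 6745 of its bases. HR (ENSG00000168453, chromosome 8, 22114415 to 22133384) went from 35149 ± 391 to 26806 ± 533 (SD, n = 3 each), a log2 fold change of -0.39 (SE 0.038; limma, Benjamini-Hochberg adjusted p = 0.000548). The ANGPTL4, OSGIN1, SRXN1 and HR calls held in all 23 alternatives. SRXN1 and HR were also called with oleic acid in control cells, by 0.46 and -0.42 in log2 (limma, Benjamini-Hochberg adjusted p = 0.00043 for each).

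DNAJB4 (ENSG00000162616, chromosome 1, 77979175 to 78017964) rose with oleic acid in DHRS3 cells by 0.70 (SE 0.104) in log2, from 582 ± 81.4 to 942 ± 55.3 (SD, n = 3 each), and shares 38423 bases with GIPC2 on the same strand. UCN2 (ENSG00000145040, chromosome 3, 48561727 to 48563773) changed by -0.55 (SE 0.0864), from 726 ± 18.2 to 497 ± 40.6 (SD, n = 3 each), and FOS (ENSG00000170345, chromosome 14, 75278774 to 75282230) by -0.51 (SE 0.0706), from 1662 ± 63.9 to 1164 ± 30.1 (SD, n = 3 each). UCN2 overlaps PFKFB4 by 289 bases on the same strand. The adjusted p values of DNAJB4, UCN2 and FOS were 0.0179, 0.0256 and 0.00967 (limma, Benjamini-Hochberg), and their calls were lost in 7, 8 and 5 of 23 alternatives. In control cells FOS was also called, by -0.53 in log2 (limma, Benjamini-Hochberg adjusted p = 0.00729). DNAJB4 and UCN2 changed the same way there, by 0.33 and -0.42, neither called (limma, Benjamini-Hochberg adjusted p = 0.193 and 0.07).

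Between control and DHRS3 cells, the oleic acid effects share no library either. Their log2 fold changes had a Pearson correlation across genes of 0.0721 (Spearman 0.252) over 13804 genes, and of 0.818 (Spearman 0.791) over the 31 genes called in control cells; genes are not independent replicates. Of those 31, 30 (96.8%) had the same sign in DHRS3 cells, and 13 were called in both, all 13 with the same sign. Here too 1 spread per gene served both calls, so the overlap by chance may exceed the 0.0449 of independent calls. Without replicate 2 of the control cells in normal medium the share with the same sign was 81.2%.

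**Figure D2:**
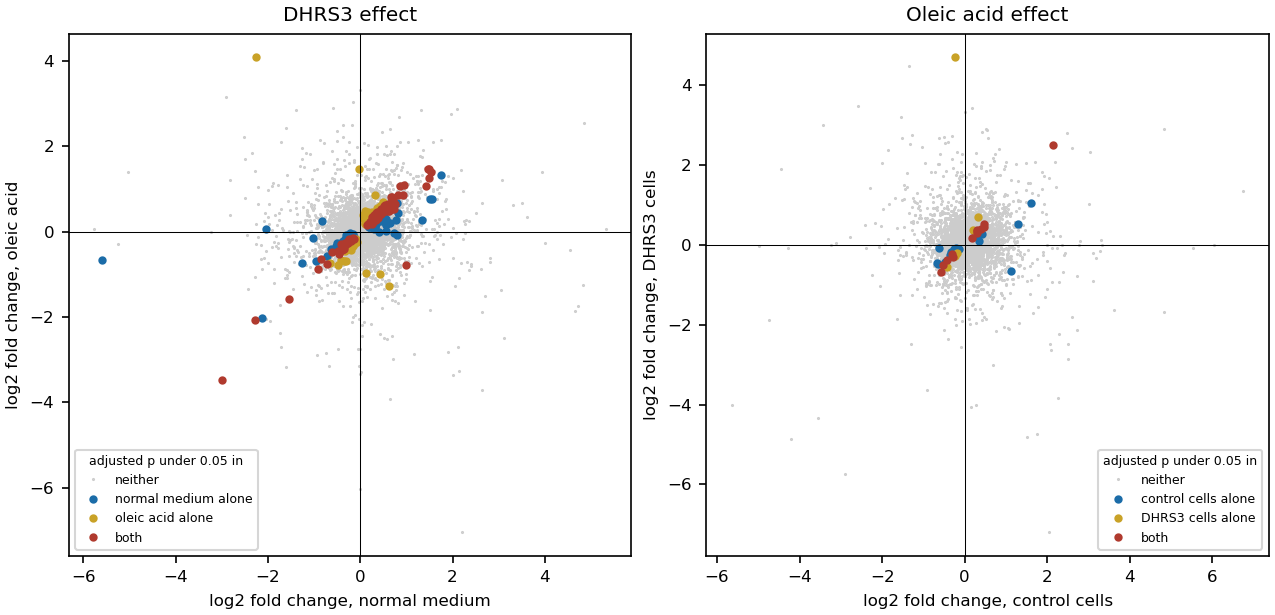
Each point is 1 tested gene, with DHRS3 left out: the log2 fold change of DHRS3 against control cells in normal medium (horizontal) and in oleic acid (vertical) in the left panel, and that of oleic acid against normal medium in control cells (horizontal) and DHRS3 cells (vertical) in the right panel, with genes called in each comparison coloured. Of the genes called in both comparisons, 85 of 86 on the left and 13 of 13 on the right have the same sign.

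The interaction asked whether the DHRS3 effect differs between the media. It called 2 genes (adjusted p under 0.05; limma, Benjamini-Hochberg), with 594 at an unadjusted p under 0.05. ME2, a mitochondrial malic enzyme, had an interaction of -1.77 in log2 (SE 0.231; limma, Benjamini-Hochberg adjusted p = 0.034). Its normalized count was 85.9 ± 7.46 in control and 172 ± 28.9 in DHRS3 cells in normal medium, and 188 ± 24.04 in control and 109 ± 11.1 in DHRS3 cells in oleic acid (SD, n = 3 each). The pairwise DHRS3 effects on ME2, chosen after its values were seen, were 0.98 in normal medium and -0.79 in oleic acid, with adjusted p of 0.0112 and 0.0421 (limma, Benjamini-Hochberg). The call in normal medium was lost in 3 of 23 alternatives (limma, Benjamini-Hochberg adjusted p from 0.01 to 0.0682): the fit of the 2 groups alone, without replicate 1 of the control cells and without replicate 2 of the DHRS3 cells in normal medium. The call in oleic acid was lost in 14 of 23 (limma, Benjamini-Hochberg adjusted p from 0.0366 to 0.16), among them the replicate block and the fits without each library except replicates 1 and 2 of the DHRS3 cells in normal medium. The ME2 interaction lost its call in 16 of 22 alternatives, among them each of the 12 that left out 1 library, with adjusted p by limma and Benjamini-Hochberg between 0.0302 and 0.193 over the 22.

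The other call of the interaction, C1R (ENSG00000159403, chromosome 12, 7080199 to 7092607), did not reach the level the naming rule asks for and was chosen after its values were seen. Its normalized counts in the DHRS3 cells in normal medium were 0, 0.272 and 0.236. They were 65.7, 50.1 and 52.3 in control cells in normal medium, 33.9, 64.1 and 47.4 in control cells in oleic acid, and 33.97, 14.8 and 48.2 in DHRS3 cells in oleic acid. A fitted fold change from values at 0 depends on the pseudocount: the interaction was 4.93 in log2 with a pseudocount of 1 and 2.17 with 10 (limma, Benjamini-Hochberg adjusted p = 0.034 and 0.741). The interaction call was lost in 14 of 21 alternatives. In the pairwise comparisons, C1R was called lower with DHRS3 in normal medium (limma, Benjamini-Hochberg adjusted p = 5.79e-05), and that call held in all 22 alternatives (limma, Benjamini-Hochberg adjusted p from 1.8e-05 to 0.0063). It was called higher with oleic acid in DHRS3 cells (limma, Benjamini-Hochberg adjusted p = 0.000547), a call lost in 1 of 22 alternatives, the fit of the 2 groups alone (limma, Benjamini-Hochberg adjusted p from 0.000222 to 0.133). C1R overlaps C1RL by 3021 bases on the same strand, so its value is uncertain. Of the 12 fits that each left out 1 library, 10 called 0 genes in the interaction, with 513 to 765 at an unadjusted p under 0.05. The other two, without replicate 1 or replicate 2 of the DHRS3 cells in oleic acid, called 1 each.

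Gene lists tested whether sets tied to melanoma state or lipid handling shifted together. Of 50 tests, 5 had an adjusted p under 0.05 (limma camera, Benjamini-Hochberg) and 16 an unadjusted p under 0.05. All 5 held under fry, which called 13, and 0 held under camera with an estimated correlation, with 8 tests at an unadjusted p under 0.05. With the intestinal scores as covariates 0 tests passed, with 13 at an unadjusted p under 0.05. Leaving out 1 library gave 3 to 8 tests: 3 without replicate 1 of the control cells in normal medium or without replicate 1 or replicate 2 of the control cells in oleic acid, and 8 without replicate 3 of the control cells in normal medium or of the DHRS3 cells in oleic acid.

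The 21 tested genes of melanocytic differentiation had a median log2 fold change of -0.10 with DHRS3 in oleic acid, with 8 higher and 13 lower (limma camera, Benjamini-Hochberg adjusted p = 0.0145). Of these, 5 were called over all genes and 11 when adjusted over the list alone. In normal medium the median was also -0.10, with 7 higher and 14 lower and an adjusted p of 0.056 (limma camera, Benjamini-Hochberg), and 4 were called over all genes and 14 adjusted over the list alone. Members with the smallest p in oleic acid were MLPH (ENSG00000115648, chromosome 2, 237485428 to 237555318), TYRP1 (ENSG00000107165, chromosome 9, 12685439 to 12710290) and PMEL (ENSG00000185664, chromosome 12, 55954105 to 55973317). MLPH went from 3726 ± 127 to 3091 ± 83.0 and TYRP1 from 91341 ± 1705 to 80506 ± 588, while PMEL, which overlaps CDK2 on the opposite strand, went from 91824 ± 5561 to 76309 ± 2155 (SD, n = 3 each). Their log2 fold changes were -0.27, -0.18 and -0.27, with adjusted p of 0.0146, 0.0146 and 0.022 (limma, Benjamini-Hochberg). Of 23 alternatives, the call was lost in 7 for MLPH, 6 for TYRP1 and 8 for PMEL, with adjusted p by limma and Benjamini-Hochberg up to 0.0813, 0.123 and 0.115. Those of the 3 genes were lost without replicate 1 of the control cells or replicate 1 or 2 of the DHRS3 cells in oleic acid, those of MLPH and PMEL also without replicate 2 of these control cells, and those of TYRP1 and PMEL also without replicate 3 of these DHRS3 cells. Without replicate 1 of the control cells in oleic acid the melanocytic list passed in 0 comparisons.

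PPAR and fatty acid oxidation genes rose with oleic acid in control cells, with a median of 0.11 and 13 of 18 higher (limma camera, Benjamini-Hochberg adjusted p = 0.0363). Of these, 1 was called over all genes and 2 when adjusted over the list alone. Besides ANGPTL4, CPT1A (ENSG00000110090, chromosome 11, 68754620 to 68844410) changed by 0.59 and SLC25A20 (ENSG00000178537, chromosome 3, 48856931 to 48898993) by 0.42 in log2, neither called, with adjusted p of 0.126 and 0.261 (limma, Benjamini-Hochberg). CPT1A was 1123 ± 292 and 1661 ± 31, and SLC25A20 266 ± 49.0 and 353 ± 21.9 (SD, n = 3 each). CPT1A passed the threshold in 1 of 23 alternatives (limma, Benjamini-Hochberg adjusted p from 0.0268 to 0.31), and SLC25A20 in 0. The list passed in 0 comparisons without replicate 1 or replicate 2 of the control cells in either medium. In DHRS3 cells its median was 0.06 (limma camera, Benjamini-Hochberg adjusted p = 0.0928), with 1 called over all genes and 1 adjusted over the list alone; the difference between the cells was tested by the interaction, with an adjusted p of 0.874 (limma camera, Benjamini-Hochberg).

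Sterol synthesis genes were lower with oleic acid in both kinds of cell. The median was -0.08 in control cells, with 13 of 18 lower (limma camera, Benjamini-Hochberg adjusted p = 0.0363), where 2 were called over all genes and 4 adjusted over the list alone. It was -0.11 in DHRS3 cells, with 12 of 18 lower (limma camera, Benjamini-Hochberg adjusted p = 0.00385), where 1 was called over all genes and 7 adjusted over the list alone. MSMO1 (ENSG00000052802, chromosome 4, 165327623 to 165343160) changed by -0.48 and -0.44 and SQLE (ENSG00000104549, chromosome 8, 124998497 to 125022283) by -0.20 and -0.28 in control and DHRS3 cells. MSMO1 was 767 ± 41.1 and 548 ± 35.05 in control cells and 749.9 ± 36.8 and 555 ± 48.8 in DHRS3 cells, and SQLE 3262 ± 94.2 and 2838 ± 124, and 3407 ± 112 and 2813 ± 136 (SD, n = 3 each). Their adjusted p values were 0.0407 and 0.0691 for MSMO1 and 0.121 and 0.0551 for SQLE (limma, Benjamini-Hochberg). The MSMO1 call in control cells was lost in 14 of 23 alternatives (limma, Benjamini-Hochberg adjusted p from 0.0258 to 0.174), 10 of them fits without 1 library. In DHRS3 cells MSMO1 passed the threshold in 1 of 23 alternatives and SQLE in 2 (limma, Benjamini-Hochberg adjusted p from 0.0467 to 0.266 and from 0.0455 to 0.203). In control cells the list lost the threshold without replicate 1 of the control cells in normal medium and without replicate 2 or replicate 3 of the control cells in oleic acid, which left it in 1 comparison.

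Genes of the endoplasmic reticulum and integrated stress response rose with oleic acid in DHRS3 cells, with a median of 0.09 and 16 of 18 higher (limma camera, Benjamini-Hochberg adjusted p = 0.00973). Over all genes 0 were called, with 8 at an unadjusted p under 0.05, and 3 adjusted over the list alone. HSPA5 (ENSG00000044574, chromosome 9, 125234853 to 125241330) changed by 0.20, HERPUD1 (ENSG00000051108, chromosome 16, 56932048 to 56944863) by 0.20 and PPP1R15A (ENSG00000087074, chromosome 19, 48872392 to 48876057) by -0.28 in log2, with adjusted p of 0.0504, 0.109 and 0.109 (limma, Benjamini-Hochberg). HSPA5 was 21105 ± 803 and 24311 ± 914, HERPUD1 3871 ± 62.9 and 4462 ± 100.2, and PPP1R15A 2176 ± 50.6 and 1792 ± 45.5 (SD, n = 3 each). HSPA5 passed the threshold in 7 of 23 alternatives (limma, Benjamini-Hochberg adjusted p from 0.0285 to 0.249), and HERPUD1 and PPP1R15A in 0. In control cells the list's median was 0.06 with 15 of 18 higher (limma camera, Benjamini-Hochberg adjusted p = 0.111), where 0 were called over all genes, with 4 at an unadjusted p under 0.05, and 3 adjusted over the list alone. Without replicate 3 of the DHRS3 cells in normal medium the list passed in 0 comparisons.

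Other lists did not pass. With DHRS3 in normal medium the neural crest-like list had a median of 0.13 (limma camera, Benjamini-Hochberg adjusted p = 0.0529), with 0 called over all genes, 5 at an unadjusted p under 0.05 and 3 adjusted over the list alone. The undifferentiated list had a median of 0.15 (limma camera, Benjamini-Hochberg adjusted p = 0.0652), with 1 called over all genes and 2 adjusted over the list alone. With DHRS3 in oleic acid the neural crest-like and undifferentiated medians were 0.15 and 0.17, with adjusted p of 0.0652 and 0.19 (limma camera, Benjamini-Hochberg). There, 0 genes of either list were called over all genes, with 5 each at an unadjusted p under 0.05. Proliferation genes had a median of -0.03 with oleic acid in DHRS3 cells, with 18 of 25 lower (limma camera, Benjamini-Hochberg adjusted p = 0.056), 0 called over all genes, 3 at an unadjusted p under 0.05 and 2 adjusted over the list alone. In control cells their median was -0.05, with 19 of 25 lower (limma camera, Benjamini-Hochberg adjusted p = 0.0652). There, 0 were called over all genes, with 8 at an unadjusted p under 0.05 and 1 adjusted over the list alone. Leaving out single libraries took these lists past the threshold. The neural crest-like list passed in 2 comparisons without replicate 3 of the DHRS3 cells in oleic acid, and in 1 without replicate 2 of that group, replicate 2 of the DHRS3 cells in normal medium or replicate 3 of the control cells in normal medium. The undifferentiated list passed in 1 without replicate 3 of the control cells in normal medium or of the DHRS3 cells in oleic acid, and proliferation in 1 without replicate 2 of the DHRS3 cells in oleic acid. Lipid droplet proteins had medians between -0.05 and 0.08 in the 5 comparisons, with adjusted p from 0.234 to 0.926 (limma camera, Benjamini-Hochberg), and fatty acid synthesis and desaturation between -0.01 and 0.07, with adjusted p from 0.437 to 0.974 (limma camera, Benjamini-Hochberg). Each of these lists had 0 or 1 genes called over all genes in a comparison, 0 to 4 at an unadjusted p under 0.05, and 0 or 1 adjusted over the list alone. Retinoic acid response, with 9 of 17 genes tested, had its largest median, 0.22, with DHRS3 in oleic acid (limma camera, Benjamini-Hochberg adjusted p = 0.111), with 0 called over all genes, 3 at an unadjusted p under 0.05 and 1 adjusted over the list alone. In the interaction no list passed, and the smallest adjusted p was 0.189 (limma camera, Benjamini-Hochberg).

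**Figure D3:**
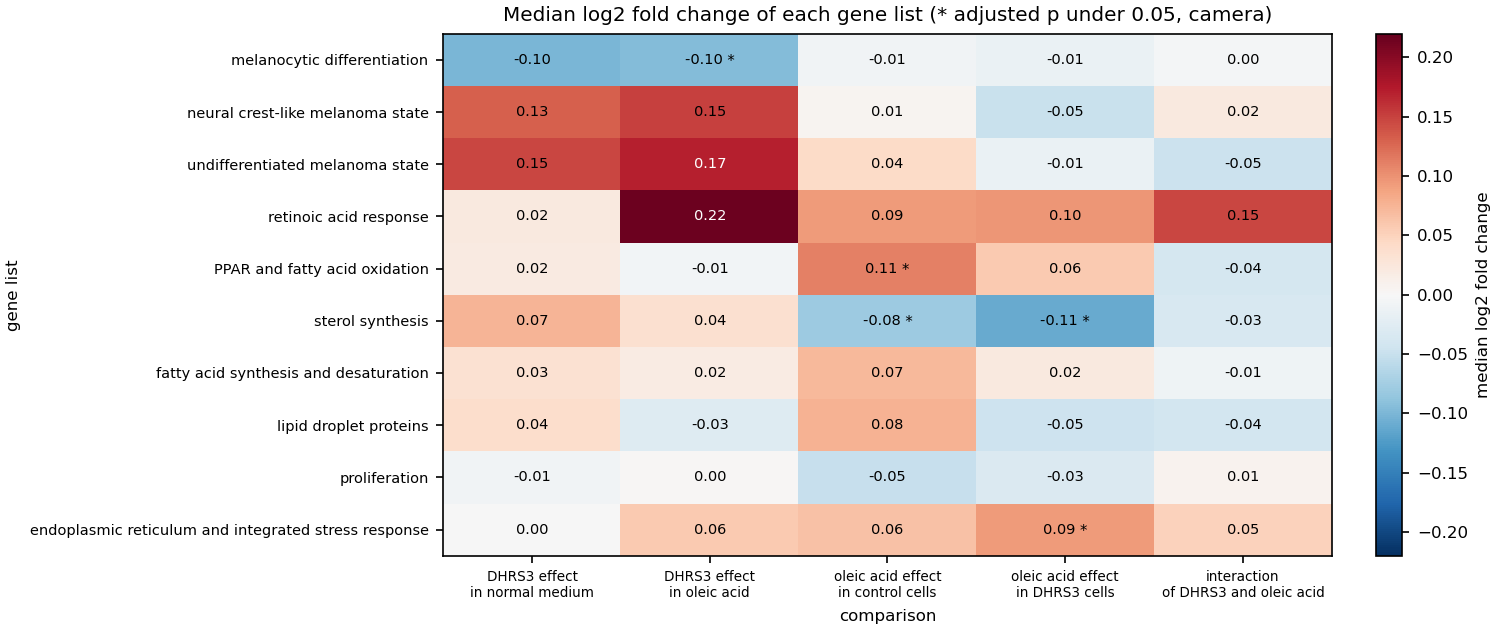
Median log2 fold change of the tested genes of each of the 10 lists (vertical axis) in each of the 5 comparisons (horizontal axis), coloured and printed in log2 units; a star marks an adjusted p under 0.05 (limma camera, Benjamini-Hochberg). The 5 stars are melanocytic differentiation with DHRS3 in oleic acid, PPAR and sterol synthesis with oleic acid in control cells, and sterol synthesis and stress response with oleic acid in DHRS3 cells.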

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

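Each test here was set out before its own result was seen, but only after the values of C1R and ME2 had drawn attention to them; the intestinal scores were an alternative added after seeing the data.

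ME2 stood out because the effect of DHRS3 went opposite ways in the 2 media, by a test of that difference. Its interaction was -1.77 in log2 (limma, Benjamini-Hochberg adjusted p = 0.034, range 0.0302 to 0.193 over its 22 alternatives). In normal medium all 3 DHRS3 libraries (154.2 to 205.3) lay above the control libraries (79.8 to 94.3), and in oleic acid all 3 (96.9 to 119) lay below them (174.4 to 216.0). Of 23 alternatives, the DHRS3 call on ME2 was lost in 3 in normal medium (limma, Benjamini-Hochberg adjusted p from 0.01 to 0.0682) and in 14 in oleic acid (limma, Benjamini-Hochberg adjusted p from 0.0366 to 0.16). The related gene ME1 ran only from 1186 to 1429 over the 12 libraries, and ME3 from 0.560 to 11.2. With the intestinal scores as covariates the interaction of ME2 was -1.84, so its size held, while its adjusted p was 0.109 (limma, Benjamini-Hochberg); fits with random pairs of covariates also called 0 genes in the interaction in the median of 20 draws, so a part played by intestinal RNA and the loss of degrees of freedom cannot be told apart for the ME2 call. Of 100 drawn splits of the libraries by medium within each kind of cell, out of 200 possible, 6 gave as many interaction calls, the real one included, and the most in another split was 3. The 2 calls may therefore be chance, and a true dependence of ME2 on both DHRS3 and oleic acid stays open as a hypothesis.

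C1R stood out by the same test, with an interaction of 4.93 in log2 (limma, Benjamini-Hochberg adjusted p = 0.034, range 0.0111 to 0.741 over its 21 alternatives). It was listed at 0, 0.272 and 0.236 in the DHRS3 cells in normal medium and between 14.8 and 65.7 in the other 9 libraries, with a mean of 45.6. C1S, whose protein acts with that of C1R in the complement system, ran from 309 to 498 over the 12 libraries, without such a gap. The overlapping C1RL had no such gap either, but its highest values lay in the DHRS3 cells in normal medium. It was 84.1, 74.6 and 108 there and between 42.4 and 81.5 in the other 9 libraries. The DHRS3 effect on C1R in normal medium was called in all 22 alternatives (limma, Benjamini-Hochberg adjusted p = 5.79e-05, range 1.8e-05 to 0.0063), and the oleic acid effect in DHRS3 cells in all but 1 of 22 (limma, Benjamini-Hochberg adjusted p = 0.000547, range 0.000222 to 0.133), so these differences depended less on the processing than the interaction did. Low depth argues poorly for it: of 1698 genes within a factor of 2 of that level, 6 were under 1 in all 3 of these libraries, C1R included, against 7 in the control cells in normal medium and 2 in each oleic acid group. Values near 0 unrelated to the groups are a candidate explanation, since 28 of 216 sets of 3 libraries from more than 1 group (13%) held as many such genes, and 87 of the 1698 genes were under 1 in at least 1 library. A failed estimate in the authors' values, a shift of reads to an overlapping gene and a true loss of C1R with DHRS3 were not separated by these tests. With a pseudocount of 10 the interaction of C1R was 2.17 (limma, Benjamini-Hochberg adjusted p = 0.741), and with the intestinal scores it was 4.88 (limma, Benjamini-Hochberg adjusted p = 0.109).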

How the results depend on the processing

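The tests, the gene lists, the naming rule and all alternatives but 2 were chosen before the data were examined; the intestinal scores as covariates and the correction for GC content and length were chosen after seeing the data. Tests of count models on whole reads were not run, since whole reads were not recovered. For the named genes, the lists past the threshold and the correlations between comparisons, 565 of 651 values outside the fits that left out a library kept their direction and their side of the threshold or stayed within the allowed range; 74 were weaker, 8 stronger, 4 moved and 0 reversed. Of 768 values without 1 library, 624 held, 130 were weaker, 3 stronger, 7 moved and 4 reversed. With a pseudocount of 0.1 all 54 values held.

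The counts of calls were 168 and 153 for DHRS3 (normal medium, oleic acid) and 31 and 20 for oleic acid (control, DHRS3 cells). With neither trend nor robust moderation they were 90, 90, 13 and 9; the cause was not tested. In fits of the 2 groups alone, which have fewer samples and cannot give an interaction, they were 87, 55, 4 and 10. Asking for an absolute log2 fold change of at least 1 left 18, 15, 4 and 2. Oleic acid in control cells had 49 calls among genes with a mean of at least 50 and 48 with TMM factors; the cause was not tested. The share of its calls that were higher moved from 51.6% (16 and 15) to 62.1% with upper quartile scaling (18 and 11), 41.7% with TMM factors (20 and 28), 38.8% at a mean of at least 50 (19 and 30) and 37.1% with GC and length corrected (13 and 22). The median of all genes moved by under 0.1 in log2 with each scaling.

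With the intestinal scores as covariates the first 3 counts were 89, 64 and 17, the share of DHRS3 calls with the same sign in both media was 93.2%, and 0 list tests passed (13 at an unadjusted p under 0.05): 0 for melanocytic, PPAR, sterol and stress response. All 168, 153, 31 and 20 calls kept their sign, and 73, 60, 13 and 9 were still called. Random pairs of covariates gave medians of 80, 64, 13 and 11 over 20 draws, so the loss may be no more than that of 2 terms added to 12 libraries.

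The replicate numbers are shared by the groups, but they do not pair the libraries: the deviations of libraries with the same number had a mean correlation across 10348 genes of -0.0425 (18 comparisons, -0.284 to 0.181, 2 of them above 0.1), against 0.0212 for different numbers. With the replicate number as a block there were 109 and 100 calls for DHRS3, 21 and 21 for oleic acid, 0 in the interaction (602 at an unadjusted p under 0.05) and 6 list tests, with 1 for the neural crest-like list.

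The interaction's 2 calls became 0 with a pseudocount of 10 (600 at an unadjusted p under 0.05), at a mean of at least 50 (501) and with the intestinal scores (605). C1R is under the filter at a mean of at least 50, and a larger pseudocount shrinks its change; for ME2 the cause was not tested.

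Of the list tests, 5 passed with camera and 13 with fry: 2 each for melanocytic, neural crest-like, retinoic acid, PPAR and proliferation. With an estimated correlation 0 passed (8 at an unadjusted p under 0.05), 0 for melanocytic, PPAR, sterol and stress response alike; the cause was not tested.

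Across the 12 fits that each left out 1 library, DHRS3 calls in normal medium ran from 80 (without control normal replicate 1) to 186 (without control oleic replicate 3), and in oleic acid from 52 (without DHRS3 oleic replicate 2) to 170 (without DHRS3 normal replicate 1). Oleic acid calls ran from 13 (without control oleic replicate 2) to 32 in control cells, and from 9 (without DHRS3 oleic replicate 1) to 34 (without control oleic replicate 3) in DHRS3 cells. Interaction calls ran from 0 (513 to 765 at an unadjusted p under 0.05) to 1. The oleic acid change of DHRS3 in control cells ran from -0.23 to 0.31 and its interaction from -0.38 to 0.17, both reversed without control oleic replicate 1 (-0.23 and 0.17), in which DHRS3 was 262.9, and without control normal replicate 1 (-0.18 and 0.11), in which it was 100.7. The share of oleic acid calls with the same sign ran from 81.2% (without control normal replicate 2) to 100%, and that of calls in the authors' deposited table from 91.5% (without DHRS3 normal replicate 3) to 100%. List tests ran from 3 to 8: melanocytic 0 to 2, neural crest-like 0 to 2, undifferentiated 0 to 1, PPAR 0 to 1, sterol 1 to 2, proliferation 0 to 1 and stress response 0 to 1. Each of these fits has fewer samples, but the cause of the lower and of the higher counts was not tested. With 3 libraries per group, 24 of 50 simulated genes with the smallest change tried were called. Changes of that size in genes with a mean of at least 100 are thus missed about as often as found. Genes with a lower mean were left unchanged in the simulation, so their rate is not known.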

Other observations

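Tests of steady expression, of the treatments and of a single source for the intestinal transcripts, all tests of chromosome 20, the tests of chromosome 19 over all tested genes, the test of the MHC region, and the count of genes that lost most of their spread with the scores were chosen only after the result was seen; the others were set out before.

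Other splits of the libraries were counted for each pairwise comparison. Of the 10 splits of the 6 libraries, 1, the real one, gave as many calls for DHRS3 in normal medium, 1 for DHRS3 in oleic acid, 1 for oleic acid in control cells and 1 for oleic acid in DHRS3 cells. The most calls in any other split were 2, 2, 1 and 2. With 10 splits the share is never under 10%, so this cannot exclude chance on its own.

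Transcripts typical of the intestine were present in the melanoma libraries and varied between replicates. APOB ran from 0.877 to 3455, MUC12 from 54.0 to 3632 and SI from 14.8 to 648, while ALB, the most abundant liver transcript, stayed at 2.03 or less. A score was made from 8 small-intestine genes seen first, and 24 other small-intestine genes not looked at before had a median within-group correlation with it of 0.906 across the libraries, above all 10000 matched lists (genes are not independent replicates). For colon, 20 such genes had 0.539 with a score of 6 genes, also above all of the matched lists, and 0.377 without DHRS3 normal replicate 3, whose colon score was -2.86. The summed values reached 8642 and 2641 for the seen and unseen small-intestine lists and 6495 and 9411 for the colon lists, at most 0.0377% of a library. Of the unseen genes, 2 of 24 and 13 of 20 were at 10 or more in every library, so the cells themselves may make some of the colon genes, and 0 genes were on more than 1 list. Plasma cell genes had -0.0643 with the small-intestine score and -0.435 with the colon score. Liver, lung, kidney, pancreas and keratinocyte lists summed to at most 18.9, 19.8, 36.95, 42.9 and 155.

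Steady expression by IGR37 cells is argued against by the spread of the unseen small-intestine genes, a median within-group SD of 1.99 in log2 against 0.556 in matched lists. For the small-intestine genes, DHRS3 or oleic acid as the source is argued against by 91.5% of the spread of their score lying within groups (66.2 to 97.3% with 1 library left out, the lowest without DHRS3 oleic replicate 2). For the colon score the share was 63.8%, and 41.0 to 67.4% with 1 library left out, the lowest without DHRS3 normal replicate 1. All 3 colon scores of control cells in oleic acid (0.296 to 0.856) lay above all 3 in normal medium (-0.167 to 0.0965; exact permutation p = 0.1, two-sided, the smallest that 3 against 3 can give). An effect of the treatments on the colon genes and a source unrelated to them therefore cannot be told apart. The 2 scores had a Pearson correlation of -0.441 (permutation p = 0.125, two-sided) and a Spearman rho of -0.434 (permutation p = 0.162) over 12 libraries, with 100000 permutations, and -0.513 without the 2 farthest libraries. It stayed between -0.502 and -0.321 with 1 library left out, and between -0.734 and 0.0613 in 95% of 10000 resamplings of the libraries. Seen and unseen genes of one list gave a Pearson correlation of 0.988 (permutation p = 1e-05, the smallest they can give; Spearman 0.972, permutation p = 1e-05; 0.984 without the 2 farthest) for small intestine and 0.767 (permutation p = 6e-05; Spearman 0.818, permutation p = 0.00175; 0.794 without the 2 farthest) for colon. Adjusted over these 3 relations (Benjamini-Hochberg), the Pearson permutation p values were 0.125 for the scores and 3e-05 and 9e-05 for the lists, and the Spearman ones 0.162, 3e-05 and 0.00262. In the 4 libraries with the lowest small-intestine score the 6 colon genes summed to between 2721 and 6495, and in the 3 with the highest to between 254.5 and 2975. This argues against one mixed source of fixed composition for both sets of genes; separate sources and a source whose composition differs between libraries stay open. RNA of small intestine and of colon in the libraries is a candidate explanation, in line with 0.906 and 0.539 for the unseen genes, but where it would have entered was not tested. No biological explanation was tested beyond the groups. With the scores as covariates the 116 genes of widest spread on no marker list had a median residual SD 1.04 times that without (0.962 to 1.06 with random pairs), so RNA that follows the scores is argued against as the source of the spread of most of these genes. It stays a candidate source for some: the ratio was under 0.5 for 10 of the 116, among them MTTP (0.127) and DEFA6 (0.186), both chosen after their values were seen, and 0.2% of 1000 random pairs gave as many. Intestinal RNA that does not follow the scores was not tested for the rest.

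Chromosome 20 was higher in DHRS3 cells, and was picked as the autosome with the largest shift after all had been seen. Over its 273 genes with a mean above 8 in log2, which the tests below use, the median log2 fold change was 0.09 in each medium (0.08998 in normal medium), and 83.2% of the genes were higher in normal medium and 86.4% in oleic acid. Over all 356 tested genes the medians were 0.0966 and 0.0943, and the shares 77.5% and 80.9%. All 6 DHRS3 libraries had a median deviation of at least 0.03 in log2 and all 6 control libraries of at most -0.03 (exact permutation p = 0.00216, two-sided, the smallest that the 924 splits can give). The largest median among 10000 matched gene lists was 0.0251 in normal medium and 0.0248 in oleic acid, which argues against chance among genes. After correction for GC content and length the median was 0.0929, and with the intestinal scores 0.0992, which argues against both. The sides of 28000000 (86 and 187 genes) had medians of 0.0998 and 0.0826 in normal medium and 0.105 and 0.0889 in oleic acid. Both arms shifted by similar amounts, so a difference in the copy number of chromosome 20 between the kinds of cell is a candidate explanation; the lowest of the 4 medians, 0.08255, is in line with a gain in part of the cells. An effect of DHRS3 itself stays open, since the same libraries carry both. The medians of the 22 autosomes in the 2 media had a Pearson correlation of 0.955 across chromosomes, which are not samples; chromosome 5 had 0.05 and 0.06 and chromosome 22 -0.06 and -0.06. Chromosome Y, which is not an autosome, had larger medians, 0.43 in normal medium and 0.31 in oleic acid, but over only 5 genes. Over its 13 tested genes the medians were 0.375 and 0.306, with 84.6% and 76.9% of the genes higher. DNA copy number was not analysed here.

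Chromosome 19 was lower with oleic acid, with a median of -0.06 in control and in DHRS3 cells over 590 genes with a mean above 8 in log2, against at most 0.03 in size for any other autosome. Over all 975 tested genes it was -0.0397 and -0.0453, against up to 0.0394 and 0.0324 in size elsewhere, so in control cells it hardly stood out. After correction for GC content and length it was -0.03756 and -0.04242 over the 590 genes, past the largest other autosome (0.0266 and 0.0302), but -0.0238 and -0.0332 over all tested genes, where the largest other autosome had 0.0314 and 0.0307. GC content or length and a shift of the chromosome itself therefore cannot be told apart. Without zinc finger genes it was -0.05564 in control cells over the genes above 8 (77 left out) and -0.0439 over all tested genes (216 left out), which argues against these as the source. A response of the cells to oleic acid stays open, and may act on gene-dense regions in general, which was not tested. The medians of the autosomes in the 2 kinds of cell had a Pearson correlation of 0.912 across chromosomes.

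Genes with a wide spread between replicates included many of the MHC region (chromosome 6, 28000000 to 34000000), a region chosen after its genes were seen. There, 10 of 78 genes (12.8%) were among the 1% with the widest spread for their level, against 0.94% of other genes (odds ratio 15.5, Fisher's exact p = 5.43e-09, two-sided), and 0 of 258 windows of 6 Mb held as large a share. TUBB was listed from 0 to 4822, FLOT1 from 0 to 591 and RING1 from 0 to 643. The reference carries further copies of this region on alternate sequences, and reads split between them may be one source; the share of 12.8% came from genes that gave the idea, so split reads and a true difference between cultures cannot be told apart.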
